# Transcriptome profiling of abiotic responses to heat, cold, salt, and osmotic stress of *Capsicum annuum* L.

**DOI:** 10.1038/s41597-020-0352-7

**Published:** 2020-01-13

**Authors:** Won-Hee Kang, Young Mi Sim, Namjin Koo, Jae-Young Nam, Junesung Lee, Nayoung Kim, Hakgi Jang, Yong-Min Kim, Seon-In Yeom

**Keywords:** Plant stress responses, Transcriptomics, RNA sequencing, Agriculture

## Abstract

Peppers (*Capsicum annuum* L.), belonging to the Solanaceae family, are one of the most economically important crops globally. Like other crops, peppers are threatened by diverse environmental conditions due to different pathogens and abiotic stresses. High-quality reference genomes with massive datasets of transcriptomes from various conditions can provide clues to preferred agronomic traits for breeding. However, few global gene expression profiling datasets have been published to examine the environmental stress-resistant mechanisms in peppers. In this study, we report the RNA-seq analyses of peppers treated with heat, cold, salinity, and osmotic stress at six different time points. RNA-seq libraries from 78 RNA samples containing three biological replicates per time point for each of the abiotic stresses and a mock control were constructed. A total of 204.68 Gb of transcriptome data were verified by differentially expressed genes and gene ontology enrichment analysis. Analyses of the transcriptome data in this study will provide useful information for basic studies of various stimuli to facilitate the development of stress-resistant pepper cultivars.

## Abstract (summary)

**Table:** 

Measurement(s)	RNA • transcriptome
Technology Type(s)	RNA sequencing
Factor Type(s)	time point measurement
Sample Characteristic - Organism	Capsicum annuum

Machine-accessible metadata file describing the reported data: 10.6084/m9.figshare.11440659

## Background & Summary

Abiotic stresses, such as heat, cold, drought, and salinity, which affect the condition of the soil can decrease crop quality, reduce crop production, and threaten food security. Plants respond to abiotic stresses via dynamic and complex reactions that accompany molecular, cellular, and physiological changes in plant tissues^1^. To understand the responses of plants to abiotic stresses, diverse crop breeding approaches have been applied from traditional breeding methods to variable -omics methods, such as next-generation sequencing (NGS).

Since the development of NGS, the transcriptome has been widely studied to gain insights into the molecular mechanisms by which plant species adapt to their environment. Currently, transcriptome data analyses of plants are performed in various organisms under diverse conditions, including exposure to abiotic stresses. Most transcriptome studies involving abiotic stresses have been performed in model plants, with a few studies examining crops treated with one or two different stresses at a certain plant development stage^2–8^. Therefore, limited comparative transcriptome analyses for plants responding to different abiotic stresses have been performed.

Peppers (*Capsicum* spp.) are an economically important crop belonging to the Solanaceae family. Over the last two decades, the production and cultivation of chili peppers have steadily increased worldwide, reaching 3.8 million ha of land for cultivation and 40.7 million tons of peppers produced in 2017 (FAO; www.fao.org). Recently, multiple reference pepper genomes and transcriptomes have been published; these datasets can be used to obtain abundant information on pepper breeding traits^9–11^. However, few studies have examined pepper breeding in diverse conditions, such as during exposure to abiotic and biotic stresses. Comprehensive transcriptome analyses under such diverse conditions are required to obtain a wide variety of gene expression profiles and identify complex gene expression networks.

In this study, we present transcriptome analyses of peppers subjected to four major environment stresses—heat, cold, drought, and salinity—at the same time points and at the same plant stages. We describe in detail the construction of 78 RNA-seq libraries for heat-, cold-, mannitol-, and NaCl-treated and untreated control samples at 0, 3, 6, 12, 24, and 72 h. A total of 204.68 Gb of transcriptome data were generated using transcriptome analysis pipelines consisting of quality control, quantification, and differential gene expression analyses. A principal components analysis (PCA) test, hierarchical clustering of gene expression data and gene ontology (GO) enrichment analysis were used to infer the quality of the RNA-seq data and the characteristics of samples in each treatment. The extensive transcriptome data obtained will provide valuable information for future studies of crops exposed to abiotic stresses.

## Methods

### Overview of experimental design

The third or fourth leaves were collected from four pepper plants per each biological replicate. Leaves were harvested at 3, 6, 12, 24, and 72 h after treatment. Mock controls were simultaneously collected with each abiotic treatment sample at 0, 3, 6, 12, 24, and 72 h. Marker gene expression for each condition was confirmed for 78 RNA samples by RT-PCR (Fig. 1). Subsequently, RNA-seq libraries were constructed and sequenced. Transcriptome data were used to conduct a quality assessment and aligned to *Capsicum annuum* cv. CM334 reference genome (v.1.6). The workflows for the abiotic stress treatment and transcriptome data analysis pipeline are presented in Fig. 1.

**Fig. 1:**
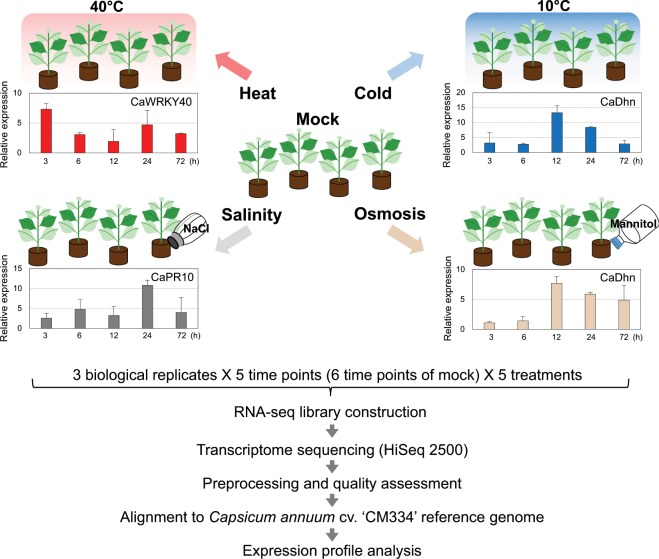
Overview of experimental design and analysis pipeline. RNA from pepper leaves subjected to each abiotic stress (heat, cold, salinity, and osmotic stress) and the 0-h sample from the mock control was harvested. Marker gene expression was confirmed for each stress condition, and the values were normalized to *C. annuum* actin expression and were calculated relative to control group as mean values with standard deviation. The validated RNAs were sequenced by the Illumina HiSeq 2500 system. All RNA-seq reads were preprocessed for a quality assessment. The filtered transcriptome reads were aligned to the CM334 genome, and the expression profile was analyzed.

### Plant materials and treatment

Two weeks after germination, the pepper seedlings were transplanted into a 32-plug tray (6 cm in diameter by 6.5 cm in height) and maintained in a growth room at 24 ± 1 °C with a 16-h light and 8-h dark photoperiod. At the six-true-leaf stage, plants were subjected to a temperature of 10 °C or 40 °C to mimic cold or heat stress, respectively. For salinity stress, plants were treated with 50 mL of a 400 mM NaCl solution; for osmotic stress, the peppers were treated with 50 mL of 400 mM mannitol. For transcriptome profiling, the third or fourth leaves from four plants were harvested per replicate at 0, 3, 6, 12, 24, and 72 h after treatment (Fig. 1). Three biological replicates at each time point per condition were collected. The leaf samples were flash-frozen in liquid nitrogen and stored at −80 °C until RNA isolation.

### RNA extraction, library construction, and sequencing

Total RNA was extracted from pepper leaf samples (100 mg) using the Trizol reagent (Ambion, USA), according to the manufacturer’s instructions. To perform RNA quality control, RNA was quantified spectrophotometrically using a NanoDrop 2000 spectrophotometer (Thermo Scientific, USA), and RNA integrity was verified by agarose gel electrophoresis. Marker gene expression for each treatment was confirmed by RT-PCR analysis using primers specific for each marker gene: heat stress (*CaWRKY*)^12^, cold stress (*CaDhn*)^13^, salinity stress (*CaPR10*)^14^, and osmotic stress (*CaDhn*)^13^ (Fig. 1). RT-PCR was performed using a GeneAtlas thermo-cycler G-02 device (Astec, Japan) using rTaq DNA polymerase (Elpis, Korea) as described by the manufacturer. The gene expression level was normalized to the expression of the *CaActin* gene and was calculated relative to mock control. Values were calculated following three replications with standard deviations (Fig. 1). Five micrograms of each RNA sample were used to generate a strand-specific library containing inserts of approximately 150–200 bp in size, as previously described^15^. In total, 78 cDNA libraries from five treatments (i.e., the four abiotic stresses and a mock control) were constructed for transcriptome analysis (Table 1). For RNA sequencing, 150-nt, paired-end sequencing was conducted using a HiSeq 2500 platform (Illumina, USA) at Macrogen (Korea).

**Table 1:** Statistical summary of RNA-seq data used in this study.

Treatment	Time point	Read type	Read length (bp)	Processed read length (bp)	Processed data (Gb)	Accession number
Mock	0, 3, 6, 12, 24, 72 h	Paired	151	145.56	45.53	SRP187794
Cold	3, 6, 12, 24, 72 h	Paired	151	144.36	40.25	
Heat	3, 6, 12, 24, 72 h	Paired	151	145.50	35.77	
Mannitol	3, 6, 12, 24, 72 h	Paired	151	146.50	39.11	
NaCl	3, 6, 12, 24, 72 h	Paired	151	145.89	32.68	

### Data preprocessing, gene quantification, and GO enrichment analysis

The raw RNA sequences were filtered and trimmed using cutadapt^16^ and the NGS QC Toolkit^17^ to remove low-quality bases and adapter sequences. After filtering, the trimmed reads were assessed using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and quality results were then merged with multiQC^18^ using default parameters. The preprocessed reads were aligned to *C. annuum* v.1.6 reference genome (GenBank Accessions: AYRZ00000000)^19^ and the annotation gene model v.2.0 (http://peppergenome.snu.ac.kr) using Hisat v2-2.1.0 software^20^ and default parameters. Transcriptome quantification was performed using featureCounts^21^ to calculate the transcript read counts. Raw read counts were normalized using TMM methods^22^. PCA was performed using previously published code with modification^23^.

We used the edgeR with three package (estimateDisp, glmQLFit, and glmQLFTest) to conduct differential expression analysis^24^. To design a model formula, all the experimental factors such as time points and treatments were combined into one factor. Then, we found genes that respond differently between the treatment and the mock at any time points. Genes with an adjusted p-value < 0.05 and fold change (FC) > |2| were considered differentially expressed genes (DEGs). The DEGs for each point in treatments were collected to union sets of the DE gene across the time points. The top 30 genes of DEGs for each stress were displayed into heatmap using pheatmap package^25^. GO enrichment analysis for DEGs were performed based on the functional annotation of Arabidopsis genome (TAIR10, http://www.arabidopsis.org). The best hit proteins were mapped by the best match of BLASTP with filtering category (query coverage ≥60%, subject coverage ≥60% and identity ≥60%). The GO enrichment analysis for best hit proteins was performed using clusterProfiler^26^ in the R package with org.At.tair.db for Arabidopsis annotation package^27^ (See the file “Programs and code information.docx” at figshare). The enriched GO terms were obtained by FDR < 0.05 and minGSize = 10. Then, the stress-related GO terms were visualized using ggplot2^28^. All expression profiling, DEG information and the results of GO enrichment analysis are available at figshare^27^ (see the files “Normalized TMM.zip”, “DEG result for each stress.zip” and “GO enrichment analysis result.zip” at figshare).

## Data Records

The RNA-seq raw data of 78 samples are deposited at the NCBI Sequence Read Archive (SRA) with identifier SRP187794^29^. The gene expression quantification data of all the samples was deposited at Gene Expression Omnibus (GEO) database with identifier^30^. The combined additional files and information generating this study have been uploaded to figshare^27^.

## Technical Validation

### Quality control

The quality of the RNA-seq data was assessed by investigating the mean quality score per position and per sequence, as well as the GC content and read length distribution using FastQC and multiQC^18^. The assessment plots are shown in Fig. 2. The quality scores of the bases per position were higher than the Phred quality score of 25, and all reads were greater than the quality score of 20. The GC content of all samples was shown as a normal distribution; these data indicate a lack of sequence contamination during the sequencing process. These statistics revealed that the raw reads were of high quality. Alignments of the preprocessed reads had a high mapping rate, which on average 70.14% and 90.38% in the gene model (v.2.0) and reference genome of *C. annuum* (v.1.6), respectively^27^ (see the file “Statistical summary of RNA-seq for each sample.xlsx” at figshare).

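The counts of reads on genes that the authors deposited, summed over the libraries of a treatment, were set against the number of processed read pairs, which was worked out from the processed bases and read lengths in Table 1. Over all 78 libraries, 465790910 counts stood against 664200000 read pairs, a share of 70.1%. The share was 72.3% in the mock, 71.0% in mannitol, 62.5% in cold, 62.2% in heat and 84.3% in NaCl. A count was taken to stand for a read pair. Table 1 gives bases per treatment only, so the share has no value per library and no spread between replicates. The bases in Table 1 add up to 193.34 Gb, less than the total given in the paper's text, so a wrong cell in the table would move the share of its treatment.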

**Fig. 2:**
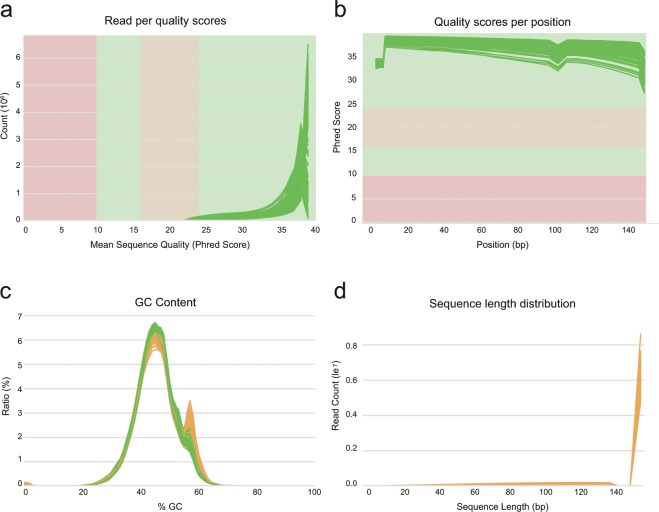
Results of raw read preprocessing. (**a**) Mean quality scores per read. The *x*-axis represents the mean quality scores, and the *y*-axis depicts the read counts. (**b**) Mean quality scores per position. The *x*-axis represents the position, and the *y*-axis depicts the Phred score. (**c**) GC content of reads. The *x*-axis represents the GC content, and the *y*-axis depicts the ratio of reads. (**d**) Distribution of read length. The *x*-axis depicts the sequence length, and the *y*-axis represents the read counts.

### Analysis of transcriptome data

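Leaves of 5 treatments were sequenced in 78 libraries. The mock gave 18 libraries, at 0, 3, 6, 12, 24 and 72 h, and each stress gave 15, at 3, 6, 12, 24 and 72 h. The stresses were heat (40 °C), cold (10 °C), and watering with 400 mM mannitol or 400 mM NaCl. Each of the 26 groups held 3 biological replicates. The authors trimmed the reads, aligned them to the CM334 genome with Hisat and counted them per gene with featureCounts, and the deposited values are these counts for 35884 genes, without normalization. The total count per library lay between 5146981 and 7256552 in the mock, with a median of 6252996, and between 4310398 and 5635353 in heat, with a median of 5077986. In cold the totals ran from 4918537 to 6479768 with a median of 5811978. In mannitol they ran from 5265926 to 7667094 with a median of 6419477, and in NaCl from 5593315 to 6782958 with a median of 6340577. Heat therefore had the lowest median depth.
Differential expression was tested on the counts as deposited, with edgeR's default filter on low counts, which kept 19588 genes holding at least 99.8% of the counts of every library. Time points and treatments were combined into one factor, all libraries entered one fit, and TMM factors between 0.835 and 1.24 scaled them. Each stress was compared with the mock of its own time point by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A DEG had an adjusted p-value under 0.05 and an absolute log2 fold change over 1. The common biological coefficient of variation was 11.4%. Replicates correlated over genes at 0.969 to 0.988 on the log2 CPM scale. The chi-square per degree of freedom between the counts of a pair of replicates was at least 1.89, above the value of 1 that sampling noise alone gives, so no pair was treated as the same library. The library nearest to each library was a replicate of its own group for 75 of the 78. The exceptions were replicate 1 of the mock at 6 h and replicate 3 of mannitol at 6 h and at 12 h.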

To quantify global gene expression patterns for multiple abiotic stresses, the mapped reads were calculated into read counts for the individual pepper genes. The distributions of all samples for normalized read counts were compared and are shown as a boxplot in Fig. 3a. These distributions were similar between the samples. 

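TMM-scaled counts of all 35884 genes, on the log2(count + 1) scale, had a median per library between 2.43 and 2.96, and an upper quartile between 6.46 and 6.61. The SD of the median within a group of 3 replicates was 0.096, against 0.136 over all 78 libraries. For the upper quartile these values were 0.0194 and 0.0335. Without scaling the medians ran from 2.32 to 3.32, and over the tested genes alone, with scaling, from 6.19 to 6.36. Between 37.9% and 41.2% of the genes had a count of 0 in a library. The 10 most abundant genes of a library took between 4.13% and 10.7% of its counts, the lowest share being in cold.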

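For each stress, the principal components were computed from its 15 libraries and the 18 mock libraries, on log2 CPM with TMM scaling and a prior count of 2, with genes centred and not scaled. PC1 and PC2 held 39.5% and 20.1% of the variance in heat, 34.8% and 17.8% in cold, 36.8% and 19.0% in mannitol, and 31.9% and 24.0% in NaCl. Together they held between 52.5%, in cold, and 59.6%, in heat. With each gene scaled to unit variance the sum fell below 50%, to between 42.8% in NaCl and 47.5% in heat, and with the 500 most variable genes alone it lay between 64.4% and 73.7%.
The sum of squares was then divided between treatment, time point, their interaction and replicates, over the 15 stress and 15 mock libraries from 3 h to 72 h. Treatment took 35.8% in heat, 23.1% in cold, 14.6% in mannitol and 18.8% in NaCl. A one-sided permutation test within time points gave p = 1e-05 for each of the 4 stresses, the smallest value that 100000 resamples can give. Time point took 37.1%, 30.1%, 56.8% and 50.5% in the same order, a larger sum of squares than treatment in every stress. Time point has more levels than treatment, and the shares were not divided by degrees of freedom. They therefore do not show that time point had the stronger effect. The interaction was largest in cold, with 32.0%, and the variance between replicates was between 13.5% and 17.9%.
With a library's own replicates left out, the nearest library had the same treatment for 30 of 30 libraries in heat and for 27 of 30 in cold. In NaCl this held for 20 of 30 and in mannitol for 13 of 30. For 16 of the 30 libraries of the mannitol comparison, and for 10 of 30 in NaCl, the nearest library was of the other treatment at the same time point. The order in mannitol depends on the genes used. With the 500 most variable genes alone, the nearest library had the same treatment for 18 of 30 in mannitol and in NaCl. It was of the other treatment at the same time point for 12 of 30 in each.

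**Figure D1:**
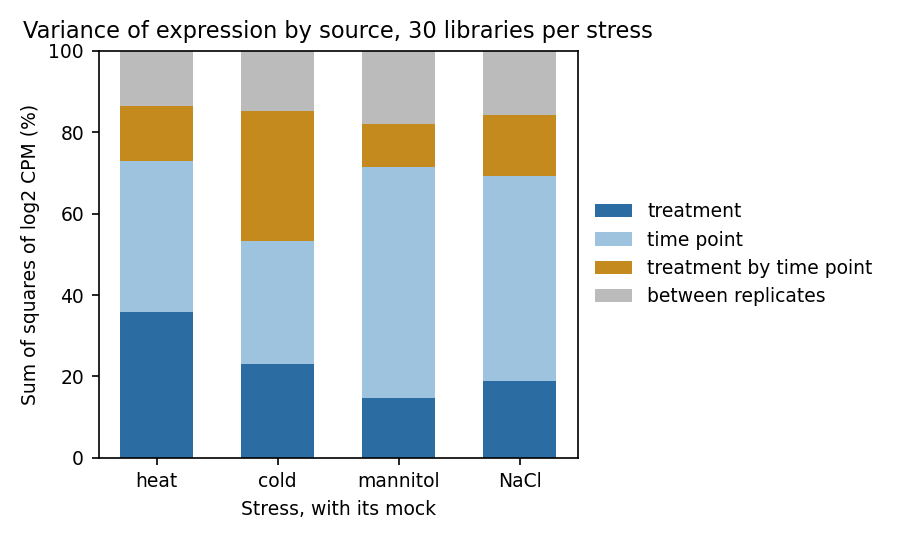
Shares of the sum of squares of log2 CPM by source, in percent, for the 30 libraries of each stress with its mock. Treatment takes 35.8% in heat and 14.6% in mannitol, where time point takes 56.8%.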

A PCA analysis revealed that the first two PCs explained most of the variance, and samples from each treatment belonged to the same cluster with similar patterns (Fig. 3b). We further investigated the global gene expression profiles by performing analyses of the DEGs related to each abiotic stress and compared the results to those of the mock control^27^ (See the file “DEG result for each stress.zip” at figshare). As shown in Fig. 3c, the y-axis depicts the fold change in the log_2_-transformed data, and the x-axis represents the log_2_-transformed average counts per million reads (CPM). Upregulated DEGs are highlighted in red, whereas downregulated DEGs are shown in blue, with an adjusted p-value < 0.05 and FC > |2|. 

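Against the mock of the same time point, heat had 4804 DEGs at 3 h (2552 higher and 2252 lower), 4859 at 6 h (2309 and 2550), 3862 at 12 h (1876 and 1986), 4405 at 24 h (2249 and 2156) and 4791 at 72 h (2171 and 2620). The count in cold rose from 1631 at 3 h (606 higher and 1025 lower) through 3042 at 6 h (1659 and 1383), 4849 at 12 h (2512 and 2337) and 4666 at 24 h (2563 and 2103) to 6891 at 72 h (3166 and 3725). Mannitol had 524 DEGs at 3 h (333 and 191), 473 at 6 h, of which 260 were lower, 1153 at 12 h (669 and 484), 2402 at 24 h (1375 and 1027) and 1769 at 72 h (1291 and 478). NaCl had 1542 at 3 h (1007 and 535), 1140 at 6 h (475 and 665), 1628 at 12 h (924 and 704), 4670 at 24 h (2517 and 2153) and 1134 at 72 h (721 and 413). Of these totals, the one that moved most with the processing was that of mannitol at 6 h, which was 766 without replicate 3 of the stressed leaves and 298 without their replicate 1. With library totals in place of TMM factors, a setting chosen after the data had been seen, the direction of most DEGs changed in 8 of the 20 comparisons. These were heat at 6 h (3149 higher and 2017 lower), at 12 h (2283 higher and 1679 lower) and at 72 h (3449 and 1796), cold at 6 h (1414 and 1657), at 12 h (1908 and 3706) and at 72 h (5363 and 2316), mannitol at 6 h (53.3% higher) and NaCl at 6 h (620 and 517).

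**Figure D2:**
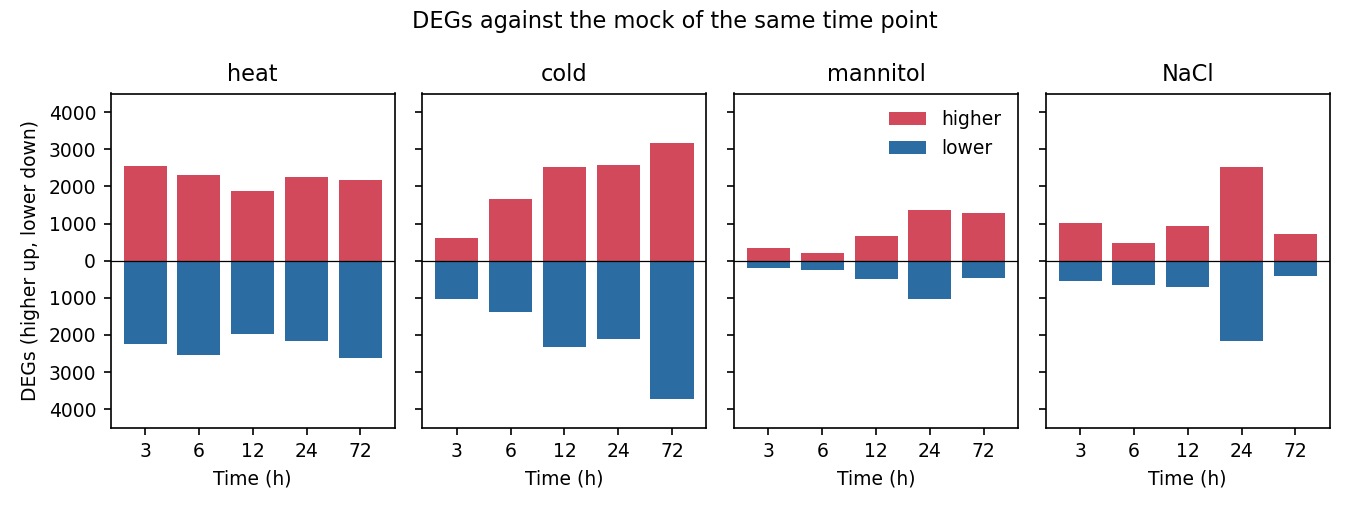
Number of DEGs higher (above the line) and lower (below the line) than the mock, by time point in hours, for each stress. Cold rises to 6891 DEGs at 72 h, and NaCl has its most, 4670, at 24 h.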

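Genes were ranked per stress by the test of the mean of the 5 contrasts against the mock, among the DEGs of that stress, and the first 30 were kept. In heat 28 of the 30 genes were higher than in the mock, in cold 28, in mannitol 24 and in NaCl 21. The mannitol and NaCl lists had 12 genes in common, heat and NaCl had 2, and the other pairs of lists had none. In heat 28 of the 30 genes were DEGs at all 5 time points, against 11 in cold, 11 in mannitol and 10 in NaCl. The lists depend on the ranking rule. The 30 genes with the largest mean change shared 12 genes with this list in heat, 2 in cold, 1 in mannitol and none in NaCl, and the joint test of the 5 contrasts shared 28, 14, 22 and 23 in the same order.
Among the genes that Fig. 4a labels with an Arabidopsis symbol, HSP21 (scaffold303.8) ranked 2 in heat. Its normalized count in heat was between 7464 ± 1070 (SD, n = 3) at 12 h and 49970 ± 4470 (SD, n = 3) at 24 h. In the mock it was 18.3 ± 0.695 (SD, n = 3) at 12 h and 4.12 ± 1.72 (SD, n = 3) at 24 h, where single libraries held as few as 3 counts. At 24 h HSP21 was also above the mock in the other stresses. Before scaling, libraries then held 278 to 467 counts in NaCl, 50 to 62 in cold and 34 to 58 in mannitol, against 3 to 6 in the mock. At 3 h it was below the mock, which held 22 to 28 counts, in NaCl with 1 to 4 and in mannitol with 1 to 6. The mean log2 fold change of HSP21 in heat was 11.02 (standard error 0.17, adjusted p = 6.36e-54 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RD26 (scaffold213.1) ranked 6 in mannitol and 18 in NaCl. The mean log2 fold change of RD26 was 2.00 in mannitol (standard error 0.08, adjusted p = 2.17e-29 from the same test) and 2.04 in NaCl (standard error 0.08, adjusted p = 2.22e-30). RD26 was also 1.63 higher in heat and 1.85 in cold on the log2 scale, averaged over the time points, although in cold at 3 h its log2 fold change was -0.34 (adjusted p = 0.206). HGO (scaffold739.4) ranked 14 in NaCl, with a mean log2 fold change of 1.34 there and 1.56 in heat. MOS4 (scaffold1129.32) ranked 222 in NaCl, with a mean log2 fold change of 0.76, and passed the fold-change limit there at 24 h alone, with 1.08. The highest-ranked gene of the heat list, scaffold394.89, was 6.67 higher on the log2 scale on average. In NaCl scaffold394.89 held 799 to 991 counts at 24 h, against 18 to 24 in the mock, but 17 to 27 at 3 h, against 28 to 37. The first falling gene of the heat list, scaffold134.196, had a mean log2 fold change of -2.18. In cold the gene scaffold640.14 ranked 1, with a mean log2 fold change of 4.01 that came from 3 h to 24 h, since at 72 h it was 0.32. The first falling gene in cold, scaffold257.93, had a mean log2 fold change of -3.11. Reads of near-identical gene copies could be split between them by the counting, which bears on HSP21 and other members of gene families.

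**Figure D3:**
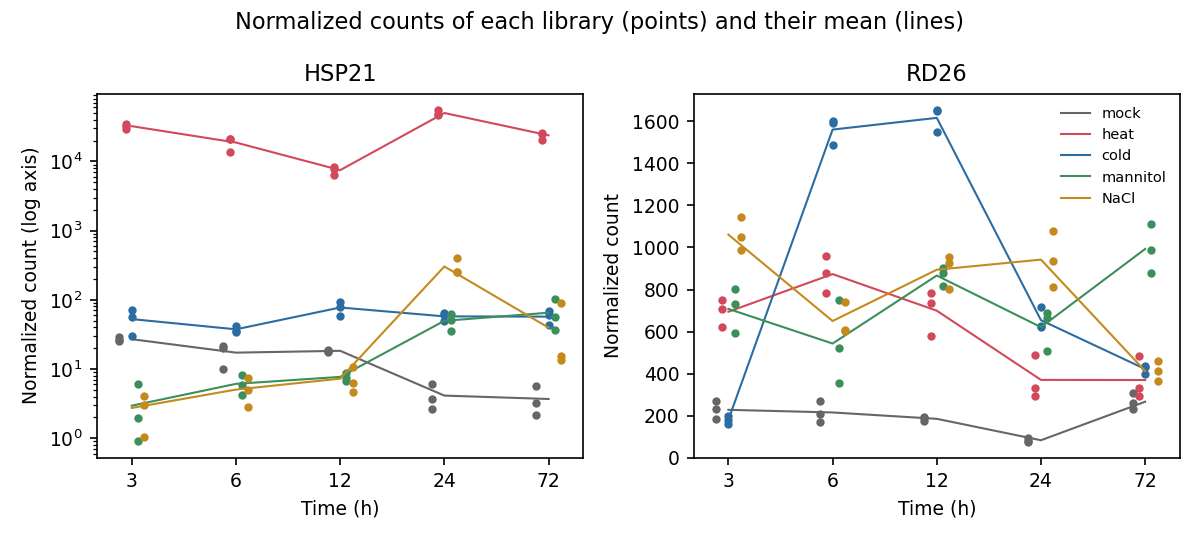
Normalized counts of HSP21 (log axis) and RD26 (linear axis) by time point in hours, with a point per library and a line through the mean of the 3 replicates, for the mock and each stress. The mean of HSP21 in heat is lowest at 12 h, with 7464, and RD26 in cold reaches 1616 at 12 h.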

The gene expression patterns for the 30 top-ranked DEGs are shown in a heatmap (Fig. 4a). We identified a total of 12,494 DEGs shared and unique between stress treatments (Fig. 4b). 

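The DEGs of the 5 time points were joined into a set per stress. Heat had 9952 genes in its set, cold 10606, mannitol 3908 and NaCl 6113, and the sets together held 14000 genes, 71.5% of those tested. Of these, 2326 were in the sets of all 4 stresses, where independent draws of sets of these sizes would give 336. Groups without any change, simulated against the same mock libraries, gave 4 DEGs over all 20 comparisons. The genes in the set of a single stress numbered 2534 in cold, 2034 in heat, 234 in NaCl and 101 in mannitol, the last of which was 171 without stress replicate 1. Heat and cold alone shared 2569 genes, and heat, cold and NaCl shared 1775. Of the 2326 genes shared by the 4 stresses, 490 were higher wherever they were DEGs and 484 were lower wherever they were DEGs. A further 526 were higher in one stress and lower in another, and 826 had both directions within a stress at different time points. With the adjusted p-value alone as the limit, the sets together held 19288 genes and the shared part 10035.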

To validate plant responses to each abiotic stress, GO enrichments were analyzed^27^ (See the file “GO enrichment analysis result.zip” at figshare) and we represented stress-responsive GO enrichments showing conserved and unique GO terms by comparison of each treatment (Fig. 4c). 

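The stresses were also compared with each other at each time point, which needs no mock. Mannitol and NaCl differed least, by 301 genes at 3 h, 253 at 6 h, 116 at 12 h, 1860 at 24 h and 741 at 72 h. Heat and cold differed most, by between 5821 genes at 24 h and 6993 at 72 h, at each of the 5 time points. The count for mannitol and NaCl at 12 h lay between 36 and 201 when a replicate was left out, and at 72 h between 380 and 874. Each such fit left out a replicate number from all stresses or from the mock.
Log2 fold changes against the mock were correlated over the tested genes between each pair of stresses at the same time point. Genes are not independent replicates, and the shared mock libraries alone raise such correlations: unchanged groups simulated against the same mock libraries had means over the time points between 0.478 and 0.511. A value below these does not show that 2 stresses act in opposite ways, since the shared mock weighs less where the effects are large. Mannitol and NaCl had a mean correlation of 0.742, and heat and cold had 0.172. Cold had 0.314 with mannitol and 0.305 with NaCl, and heat had 0.450 with mannitol and 0.498 with NaCl. These means hide differences between time points: cold and NaCl had 0.0793 at 3 h and 0.563 at 24 h, and heat and NaCl had 0.633 at 6 h and 0.347 at 72 h. With separate mock replicates for the 2 stresses of a pair, a single mock library each, unchanged groups had between -0.0188 and 0.0197 at single time points. A single library is noisier than the mean of 3, which can lower a correlation too. The means of the stresses were then 0.505 for mannitol and NaCl, 0.38 for heat and NaCl, 0.325 for heat and mannitol, 0.197 for cold and NaCl, 0.192 for cold and mannitol and 0.0886 for heat and cold. With genes called in either stress alone, mannitol and NaCl had 0.857. From the distinctness of expression patterns and of GO enrichments between the treatments, of which the enrichments were not analysed here, the paper proposes a use for the data in comparisons with further stresses.

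**Figure D4:**
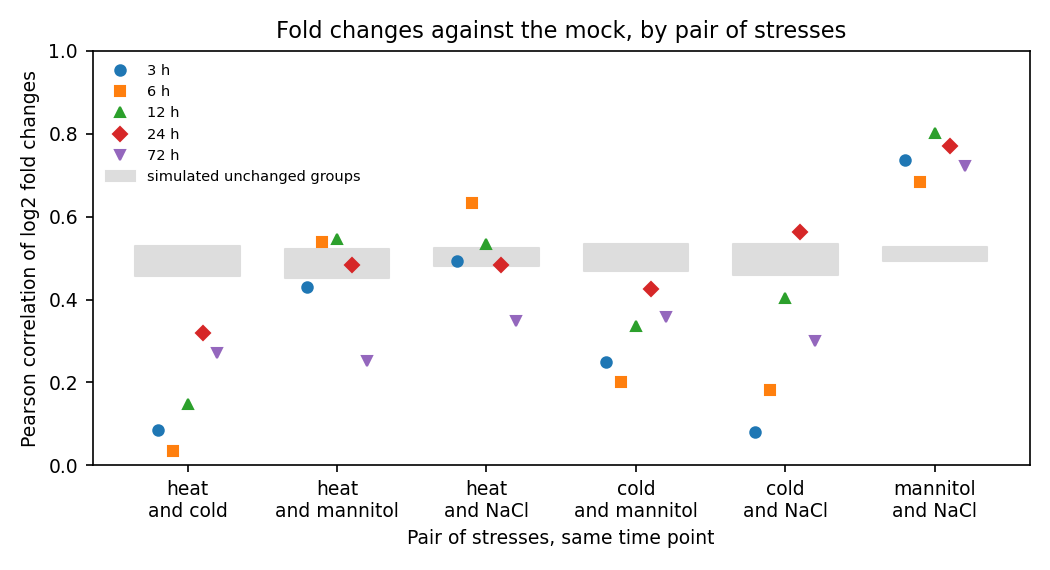
Pearson correlation over genes of the log2 fold changes of each pair of stresses, with a symbol per time point, and the range in simulated unchanged groups in grey. Mannitol and NaCl lie between 0.683 and 0.801, and heat and cold between 0.0351 and 0.319.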

The distinctive patterns of gene expression and GO enrichments suggest that these data would be useful for comparing changes in gene expression for other abiotic stresses.

**Fig. 3:**
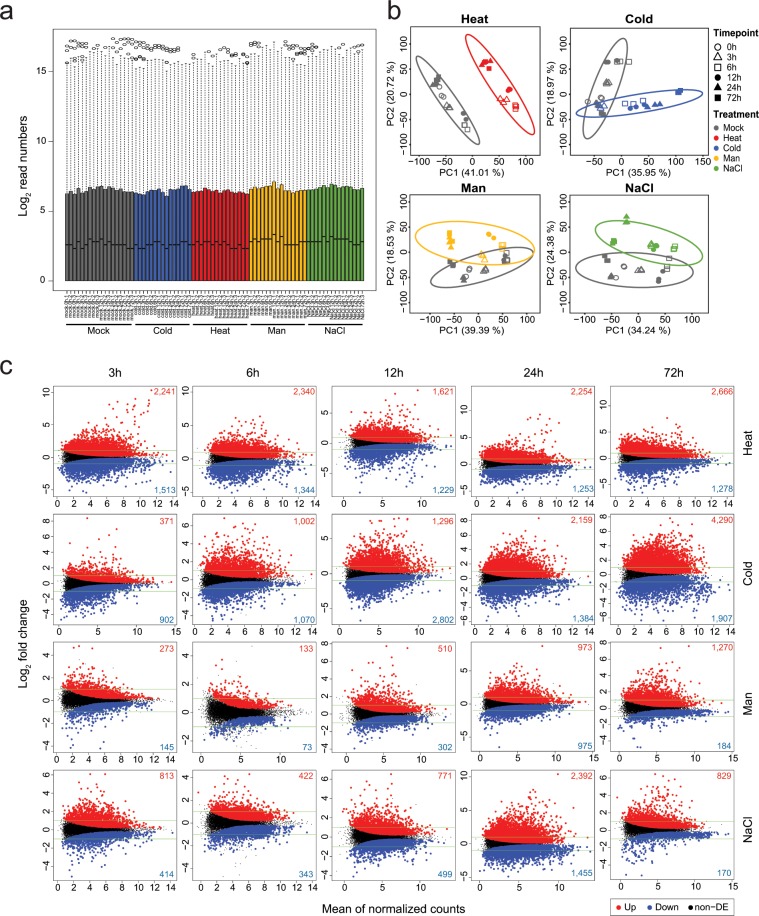
Global assessments of transcriptome data. (**a**) Normalized raw reads. (**b**) Principal components analysis for each stress. (**c**) MD plot of DEGs for each stress. The numbers of up- and down- regulated genes are shown in red and blue in each plot, respectively. Man, mannitol.

**Fig. 4:**
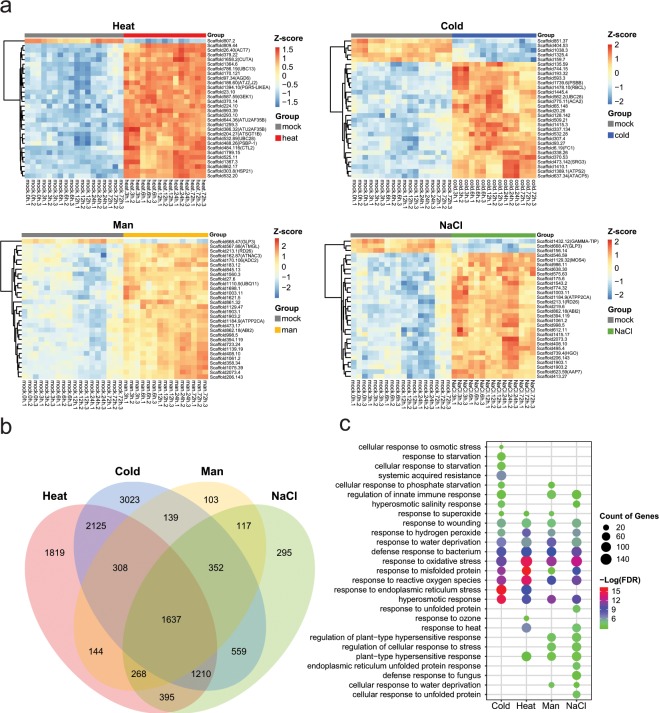
Expression profiles in response to abiotic stresses. (**a**) Expression patterns of top 30 DEGs for each stress. The Z-score of each gene is presented using a color scale. The right side of each heatmap indicates gene ID with Arabidopsis gene symbol. (**b**) A Venn diagram of the number of shared DEGs between stresses. (**c**) Representative stress related GO terms in biological process. Bubble color indicates p-value (−log_10_ FDR); size indicates gene numbers of the DEGs in GO terms. Man, mannitol.

## Data Availability

Codes that were used for the RNA-seq data processing are available at figshare^27^. Software and their versions were described in Methods.

How the deposited data were processed for this re-analysis (not part of the article)

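Leaves of pepper plants of the cultivar CM334 were taken from mock plants at 0, 3, 6, 12, 24 and 72 h and from plants under heat (40 °C), cold (10 °C), 400 mM mannitol or 400 mM NaCl at 3, 6, 12, 24 and 72 h, with 3 biological replicates per group, which gives 78 libraries in 26 groups. The authors trimmed the reads, aligned them with Hisat and counted them per gene with featureCounts. The deposited table holds these read counts for 35884 genes, as whole numbers without normalization, and every column belongs to a library. Conditions, time points and replicate numbers were taken from the sample labels. Total counts per library lay between 4310398 and 7667094, with a median of 5928347, and 28125 genes had at least 1 count in some library. A count of 3 or fewer in every library of a group was treated as the detection floor. Counts carry counting error from reads without molecular identifiers, so the precision they give covers sampling of reads only. The gene identifiers of the table matched 0 of the 48341 genes of the reference name table, so genes carry a symbol only where the paper's figure gives one beside an identifier.

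Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, with DESeq2 1.42.0 as an alternative. Genes were kept by filterByExpr on the groups, which left 19588, libraries were scaled by TMM, and all 78 libraries entered a single quasi-likelihood fit with a group factor and no block (52 residual degrees of freedom). The contrasts were each stress against the mock of the same time point (20), the stresses against each other, the mock at each later time point against 0 h, and the difference between the effects of a stress at 72 h and at 3 h. P-values were adjusted by the Benjamini-Hochberg method within each contrast, and a DEG had an adjusted p-value under 0.05 and an absolute log2 fold change over 1. Joined sets of DEGs, their overlaps and correlations of log2 fold changes over genes were compared with counts simulated for unchanged groups against the same mock libraries. The edgeR test was tested on simulated data with 200 changed genes, of which it called 192, with 2 wrong calls among 18530 unchanged genes. The changed genes were not weakly expressed, and their log2 changes were 1.5 or 2.5 in either direction. All simulated counts were drawn with the dispersions that edgeR had fitted, so few wrong calls follow from that setting. The test does not cover weak genes, changes near the limit or changes of a large share of genes.

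Principal components and the partition of variance used log2 CPM with a prior count of 2, computed per stress with its mock. Treatment was permuted within time points with 100000 resamples. Distributions used log2 of the count plus 1. The 30 top genes of a stress were the DEGs with the smallest p-value for the mean of its 5 contrasts. Genes were named by a rule: those that Fig. 4a labels with a symbol and a legible identifier, and the first rising and the first falling gene of the heat and cold lists. The share of reads on genes used the bases and read lengths of Table 1.

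The alternatives set before the data were examined were DESeq2, the replicate number as a block, a fit per stress, no filter on low counts, a robust fit, a filter of 1 CPM in 3 libraries, RLE scaling, each replicate left out in turn, the adjusted p-value alone as the limit, other transformations for the principal components, and, for the correlations, separate mock replicates or called genes alone. Library totals without TMM, upper-quartile scaling, a filter of over 1 CPM in 39 libraries, that filter together with library totals, totals without the 100 most abundant genes, and thinning of every library to the smallest total were added after the data had been seen. GO enrichments, RT-PCR of marker genes and read quality were not analysed here.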

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

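The tests of scaling, depth and the mock's own change, and the count of genes beyond the daily swing of the mock, were chosen after the results had been seen. The slope test of a damped daily change was written before its own result.

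The effect of each stress against its mock differed between 72 h and 3 h, by a test of the difference itself, for 7499 genes in cold, 4397 in heat, 1316 in NaCl and 884 in mannitol, of 19588 tested. Of the genes called at both time points, 533 of 905 in cold had opposite signs at 3 h and at 72 h, against 195 of 1995 in heat, 23 of 310 in NaCl and 6 of 177 in mannitol. The number in cold lay between 415, without replicate 2 of the stressed leaves, and 581, with library totals in place of TMM factors, over 18 settings. In heat it lay between 162 and 222. In NaCl it was 9 without replicate 2 of the stressed leaves and 41 in the fit per stress, and in mannitol 2 without replicate 1 of the mock and 8 with a filter of 1 CPM in 3 libraries. When the libraries of stress and mock were regrouped at 3 h and at 72 h, only the real grouping gave as many genes, 1 of 100, in heat, cold and NaCl. In mannitol 6 of the 100 did, the real one included. The 5 others, with up to 1563 genes against 941 in the real one, all kept the real grouping at 72 h. They still held the effect of mannitol there, which makes them no measure of chance. Of the 84 that kept the real grouping at neither time point none gave more than 1 gene. Mixing stress and mock libraries at both time points removes the effect of the stress itself, so a low number was fixed in advance. In every stress these regroupings thus cannot tell whether the effect differed between 3 h and 72 h. These regroupings were fitted on the libraries of the stress and the mock at the 2 time points alone.

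For cold, library scaling as the whole cause is argued against by the lowest number of genes with opposite signs over the other scalings, 519, and library depth by the 482 genes left when every library was thinned to the smallest total. Within the mock leaves 2314 genes changed between 3 h and 72 h, against 6710 within the cold leaves, so the mock's own change does not account for the whole difference. Over the 3004 genes changed between 0 h and 6 h in the mock, the slope of the change from 12 h to 24 h on that of the mock was -0.0112 in cold, against 0.617 in heat, 0.573 in NaCl and 0.839 in mannitol. A daily change that is damped in the cold may therefore be part of the pattern, as the slope of cold lay outside the range of the other stresses. These genes still changed in cold, by a median of 0.707 on the log2 scale. The median was 0.61 in heat, 0.701 in NaCl, 0.957 in mannitol and 1.1 in the mock. The correlation with the mock's change was -0.0151 in cold. The slope thus cannot tell a damped change from a change in cold unrelated to that of the mock. Losing a daily change shifts a gene by no more than its full swing, taken here as 2 times the range of the mock over the time points, which bounds a sine wave of 24 h. The cold effect changed by more than that, by 2 standard errors, in 1323 of the 7499 genes, which argues against a damped daily change as the whole cause. Without the margin of 2 standard errors the number was 2971, and 837 of the genes had a range in the mock under 0.5 on the log2 scale, so that a full swing stays under the limit on the fold change. In the other 6176, and in 468 of the 533 genes with opposite signs, it cannot be told apart from a response to cold, since both allow changes of that size. A response to cold that develops over 72 h also stays open as a hypothesis, found and tested on the same data.

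For heat, 4021 genes differed between 72 h and 3 h after thinning and at least 4215 under the other scalings. For mannitol these numbers were 790 and 886, and for NaCl 1191 and 1317. Both depth and scaling are argued against as the whole cause in these 3 stresses. The effect changed by more than a full daily swing, by 2 standard errors, in 388 of 4397 genes in heat. In mannitol 47 of 884 did, and in NaCl 33 of 1316. In the others a damped daily change cannot be told apart from a response to the stress. Between 3 h and 72 h 4211 genes changed within the heat leaves, 2797 in mannitol and 2727 in NaCl, against 2314 in the mock. The mock's own change is thus least excluded in mannitol and NaCl. In all 3 the explanation is left open, and a biological difference between the early and the late effect stays a hypothesis beside these. GC content, gene length and reads shared between gene copies were not tested.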

How the results depend on the processing

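The alternatives with library totals, the upper quartile, 39 libraries, the 100 most abundant genes or thinning were chosen after the data had been seen. The others were set before the data were examined.

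Each of 65 counts of DEGs stayed within 1.5 times its value under DESeq2, a replicate block, no filter on low counts, a robust fit, 1 CPM in 3 libraries, RLE scaling and the 6 settings chosen later, and so did 26 counts under a fit per stress. Under DESeq2 the counts were between 0.738 and 0.988 times the reported ones. Replicates with the same number in a stress and its mock had a mean correlation of 0.0017 over 60 pairs, 5 of them over 0.1, so the numbers do not pair the libraries. With the replicate block, 13996 genes were DEGs in some stress and 2329 in all 4.

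Leaving out each replicate in turn moved some counts further. Each of these 6 fits left out a replicate number from every group of all stresses, or from every group of the mock. Without a stress replicate, mannitol and NaCl were thus compared with 2 libraries on each side. Mannitol at 6 h had from 298 to 766 DEGs across the fits, the lowest without stress replicate 1 and the highest without stress replicate 3. Mannitol against NaCl had from 157 to 312 DEGs at 3 h, from 187 to 397 at 6 h, from 36 to 201 at 12 h and from 380 to 874 at 72 h. The lowest value at 3 h and at 12 h came without stress replicate 2, and the lowest at 72 h without stress replicate 3, against 453 without stress replicate 2. The highest values at 6 h and at 12 h came without stress replicate 3. Fewer libraries were tested in these fits, and the cause of the increases was not tested.

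With the adjusted p-value alone as the limit, more genes pass by construction: 17656 in heat, 17385 in cold, 12157 in mannitol, 14620 in NaCl and 10035 in all 4 stresses, while the total of 19288 stayed within 1.5 times.

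With separate mock replicates, each stress of a pair was set against a single mock library. The correlations of log2 fold changes then fell to 0.0886 for heat and cold, 0.325 for heat and mannitol and 0.38 for heat and NaCl. They fell to 0.192 for cold and mannitol, 0.197 for cold and NaCl and 0.505 for mannitol and NaCl. This removes the shared mock but also adds the noise of a single library, so the fall does not measure the shared mock alone. With called genes alone they rose to 0.518 for heat and mannitol, 0.555 for heat and NaCl, 0.367 for cold and mannitol, 0.34 for cold and NaCl and 0.857 for mannitol and NaCl. The cause was not tested.

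No fold change of a named gene and no correlation changed sign. Of the other values, 107 moved and 2279 did not. The direction of most DEGs did change in some comparisons. In mannitol at 6 h the share of higher DEGs was 45.0%, and it was 58.1% without stress replicate 2, 59.6% without mock replicate 1 and 28.6% without stress replicate 3, so that 3 replicates do not settle which direction prevails there. With library totals in place of TMM factors, the share of higher DEGs moved by over 10 points in 9 of the 20 comparisons with the mock, by 23.9 points at most, from 45.9% to 69.8% in cold at 72 h and from 51.8% to 34% in cold at 12 h, and the median log2 fold change of all genes moved by 0.45 in cold at 72 h and by -0.31 in cold at 12 h. RLE scaling moved the share by 4.6 points at most. The prevailing direction changed in 8 of the 20 comparisons with library totals, with or without the filter of 39 libraries. It also changed in 8 with totals without the 100 most abundant genes and in 5 with upper-quartile scaling. Without stress replicate 2 it changed in 5 and without mock replicate 1 in 4, against at most 2 under each of the other settings. Groups of 3 limit the direct comparison of mannitol and NaCl most, as the ranges above show. The fits without a stress replicate took a library from both sides of that comparison.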

Differences from the paper's values

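The paper gives 12,494 DEGs in all, and 14000 were found here, a difference of less than 1.5 times. A count was said to differ if it lay over 1.5 times from the paper's value and by more than the SD of the fits that each left out a replicate. Counts that did not differ by this rule need not be equal to the paper's. Of the 40 counts per comparison read by eye from Fig. 3c, 16 differed, and of the 15 regions of Fig. 4b none did.

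For lower DEGs in heat, the counts here were 2252 at 3 h, 2550 at 6 h, 1986 at 12 h, 2156 at 24 h and 2620 at 72 h. The paper's values, read by eye from Fig. 3c, are about 1500, about 1300, about 1200, about 1300 and about 1300. For higher DEGs in cold, the counts were 606 at 3 h, 1659 at 6 h and 2512 at 12 h, and the paper's are about 370, about 1000 and about 1300 in Fig. 3c. For lower DEGs in cold they were 2103 at 24 h and 3725 at 72 h, and the paper's are about 1400 and about 1900 in Fig. 3c. Mannitol at 6 h had 213.0 higher and 260 lower DEGs, and the paper's values are about 130 and about 73 in Fig. 3c. Lower DEGs in mannitol numbered 484 at 12 h and 478 at 72 h, and the paper's are about 300 and about 180 in Fig. 3c. Lower DEGs in NaCl numbered 665 at 6 h and 413 at 72 h, and the paper's are about 340 and about 170 in Fig. 3c.

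For 11 of the 16 counts, none of the alternatives set before the data were examined closed the gap. For 4 others some alternatives brought the count within 1.5 times the paper's value and the rest did not. Lower DEGs in heat at 3 h came to 2249 with the replicate block, 2242 in the robust fit, 2220 without stress replicate 3 and 2219 without mock replicate 1. Lower DEGs in cold at 24 h came to 2092 with the replicate block, 1956 in the fit per stress, 2098 in the robust fit and 2003 without stress replicate 1. Higher DEGs in mannitol at 6 h came to 158 with DESeq2, 195 without a filter on low counts, 137 and 186 without stress replicates 1 and 2, and 182 and 167 without mock replicates 2 and 3. Lower DEGs in mannitol at 12 h came to 440 in the fit per stress, 448 without a filter on low counts, 365 and 432 without stress replicates 1 and 2, and 419 without mock replicate 2. For the remaining count, lower DEGs in mannitol at 6 h, no alternative came within 1.5 times the paper's value. The values 191 with DESeq2, 223 in the fit per stress, 161 and 134 without stress replicates 1 and 2, and 150 without mock replicate 1 differed from it by less than the SD of the fits that each left out a replicate, 158, which is large because of the 547 without stress replicate 3.

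Some settings chosen after the paper's values had been set beside the counts came closer to Fig. 3c. Library totals without TMM left 4 of the 40 counts of Fig. 3c differing, and these totals with a filter of over 1 CPM in 39 libraries left 1, higher DEGs in mannitol at 6 h, with 219. Neither number includes lower DEGs in mannitol at 6 h, which stayed over 1.5 times the paper's value under both settings, with 179 under the second, and passed only because the SD of 158 is large. Library totals without TMM moved other values away. The genes shared by the 4 stresses numbered 2469, which differed from the about 1600 in Fig. 4b, and the DEGs in all numbered 15264. With TMM the shared genes numbered 2326, also above the about 1600 but within 1.5 times. Under the totals with the filter the genes of mannitol and NaCl alone numbered 79, which differed from the about 120 in Fig. 4b. The filter of over 1 CPM in 39 libraries alone left 10 differing and gave 12350 DEGs in all. Totals without the 100 most abundant genes left 12 differing, thinning 13 and upper-quartile scaling 16. Each was chosen after seeing the values.

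The medians of the boxplot in Fig. 3a, about 2.3 to about 3.0 in the paper, ran here from 2.43 to 2.96 with TMM scaling and from 2.32 to 3.32 without scaling. Fig. 4a places MOS4 among the top genes of NaCl, where it ranked 222 here, 371 by the joint test of the 5 contrasts and 2483 by the size of the mean change.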

Other observations

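The test of time of day was chosen before its result had been seen, and the other tests in this part after.

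The paper does not report changes within the mock. Against mock leaves at 0 h, 671 genes were DEGs at 3 h, 3004 at 6 h, 2838 at 12 h, 689 at 24 h and 1181 at 72 h. The time of day is a candidate explanation: leaves taken at the clock time of the start, at 24 h, differed from it by 689 genes, fewer than the 2838 at 12 h. Plants also aged over the 72 h, which the design does not separate from time.

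NaCl had 4670 DEGs at 24 h, and at most 1628 at another time point. Set against the mock at 0 h, NaCl at 24 h still had more DEGs, 4024, than NaCl at the other time points, of which 6 h had most with 3619, which argues against mock libraries of 24 h set apart as the whole cause. Mannitol and NaCl, compared without a mock, differed by 1860 genes at 24 h and by 741 or fewer at the other time points. After thinning every library to the smallest total, NaCl at 24 h had 4448 DEGs, which argues against depth. Against the mock of the same time point mannitol also had most DEGs at 24 h, 2402, while heat and cold did not. Against the mock at 0 h mannitol had fewer at 24 h, 1886, than at 12 h, 3188, so its maximum depends on the mock it is set against. A late response to NaCl may explain the pattern, as a hypothesis.

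Without TMM factors, the shares of higher and lower DEGs moved apart. In cold at 72 h the 100 most abundant genes took 11.5% of the counts, against 31.5% in the mock, and with these genes left out of the totals 50.5% of the DEGs were higher, near the 45.9% with TMM and not the 69.8% with whole totals. A few abundant genes are thus a candidate explanation for cold at 72 h. In cold at 12 h the share was 38.9% with these genes left out and 34% with whole totals, against 51.8% with TMM, so that they do not account for the shift there, and no biological explanation was tested.

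Other groupings of the libraries were also tried. For each of the 20 comparisons of a stress with its mock, the 30 between stresses and the 5 within the mock, only the real grouping, 1 of 10, gave as many DEGs, and no 3 libraries against 3 can give a share under 0.1. The most DEGs in another grouping were 324, for cold against mannitol at 6 h, and 178 for mannitol at 6 h, where the real groups gave 3471 and 421. These fits held the compared treatments alone, so that heat at 3 h had 4652 DEGs in them and 4804 with all libraries. For the sets of DEGs joined over time points, only the real grouping, 1 of 100, was as large in each stress. The largest set in another grouping held 8320 genes in cold, against 10083 in the real one, and 5351 against 9446 in heat. In NaCl it held 4698 against 5883, and in mannitol 2219 against 3690. With treatments permuted within time points over all libraries, 1 of 25 groupings, the real one, gave as many DEGs in all and as many shared by the 4 stresses, and the largest numbers otherwise were 3404 and 147.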
